A study of Arabidopsis thaliana with 22 samples. Its data were reported in "A Systems Approach Reveals Regulatory Circuitry for Arabidopsis Trichome Initiation by the GL3 and GL1 Selectors" (2009).

How the data were processed

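RNA from green tissues of *Arabidopsis thaliana* seedlings was hybridised to 22 Affymetrix ATH1 arrays. The seedlings carried pGL1::GL1-GR in a *gl1* mutant or pGL3::GL3-GR in a *gl3 egl3* mutant, per the study's methods. GL1 is an R2R3-MYB factor and GL3 a bHLH factor that act together at the start of trichome (leaf hair) formation. In the fusions, the steroid-binding part of the glucocorticoid receptor (GR) keeps the factor inactive until dexamethasone (DEX) is given. Mock plants received ethanol, the solvent of DEX. Each line was collected 4 h and 24 h after treatment, which gives 8 groups. There were 3 arrays in each group, except for the GL3-GR DEX and Mock groups of 24 h, which had 2 arrays each. Groups and sample numbers were taken from the sample labels. The study calls its samples biologically independent materials, while the labels give only a sample number.

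Per the labels, total RNA was amplified and biotin-labelled with the NuGEN Ovation system. The authors' deposited values are GCRMA expression values per probe set on the log2 scale, made in R with affylmGUI. The submitters' processing notes name GCRMA without a version, and neither the annotation nor the number of normalization runs is given in the sources used here. GCRMA subtracts a background that depends on probe sequence, normalizes the arrays of a run to a shared distribution and summarises the probes of each probe set. It leaves undetected probe sets at a floor, where values have no order. The log2 scale was read from the values themselves, which started near 2 on each array. Centring was also read from the values. The lowest value was 2.10 on all GL1-GR arrays of 4 h, 1.97 on those of 24 h, 2.25 to 2.26 on the GL3-GR arrays of 4 h and 2.05 on those of 24 h. The 4 sets of arrays (each line at each time) thus have the form of 4 separate normalizations, which the sources neither state nor rule out. How centring was done stays unknown. Direction is not in question, because the arrays have 1 colour.

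The number of arrays limits the precision. Between 30.6% and 41.3% of the probe sets of an array lay within 0.5 of its lowest value. The median log2 value of the GL1-GR Mock arrays of 4 h was 6.06, 6.02 and 5.98 for samples 1 to 3, and that of the matching DEX arrays 6.04, 6.05 and 5.96. At 24 h the GL1-GR medians were 4.46, 4.47 and 4.58 (Mock) and 4.53, 4.48 and 4.45 (DEX). The GL3-GR medians were 3.67, 3.70 and 3.71 (Mock) and 3.72, 3.62 and 3.65 (DEX) at 4 h. At 24 h they were 4.70 and 4.72 (Mock) and 4.67 and 4.70 (DEX). DEX and Mock arrays of 1 line and time lie in the same set. A comparison between sets also holds any difference in normalization.

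The 64 control probe sets were left out and 22746 others stayed. GEO's platform table, which can be old, named 1 gene for 13513 of these, several genes for 503 and none for 8730. Another 53 were named through the probe set identifiers in the study's list of trichome genes, used for names alone. Locus names were matched to the RefSeq gene table of assembly TAIR10.1, and 13537 probe sets had a locus. The array files name no genome build, so no coordinates are given. A probe set with several genes or none is not named by gene. GL3 had no named probe set. No array held the same values as another, with 0 identical arrays among 231 pairs and a highest correlation of 0.998.

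Probe sets were tested if their value lay above the array's own 40th percentile in at least 2 arrays, which left 16349. R 4.3.3 and limma 3.58.1 were used. A linear model with 1 mean per group was fitted to all 22 arrays (lmFit, eBayes), so that all groups share 1 estimate of the spread per probe set. Moderated two-sided p-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The comparisons were DEX against Mock for each line and time, differences between these responses, and Mock groups between lines and between times. Counts at an unadjusted p under 0.01, the level of the study's methods, are given as well. The 4 DEX p-values of each probe set were combined with Fisher's method (chi-square with 8 degrees of freedom). The study combined them with mutant comparisons that were not analysed here. The spread differed between sets, with a root mean square residual SD of 0.213 (GL1-GR, 4 h), 0.285 (GL1-GR, 24 h), 0.548 (GL3-GR, 4 h) and 0.188 (GL3-GR, 24 h). A pooled spread is therefore too small for the GL3-GR arrays of 4 h and, on average, too large for the other sets. Few calls in those sets are thus weak evidence that nothing responded. A pooled spread is also too small for a probe set that is above the floor in 1 set alone. Each comparison was fitted again with its own groups only.

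The whole procedure was tested on simulated data with 100 probe sets changed per size among 16349. At a log2 change of 1, it recovered 67% (GL1-GR, 4 h), 63% (GL1-GR, 24 h), 75% (GL3-GR, 4 h) and 44% (GL3-GR, 24 h). At a log2 change of 2 the shares were 98%, 97%, 93% and 92%. False calls numbered 34, 44, 805 and 25, against 8, 16, 2 and 5 when each comparison was fitted with its own groups. For GL3-GR at 4 h, that second fit recovered 10% and 41% of the changes of 1 and 2.

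Gene lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 48 tests, of 12 lists in the 4 DEX comparisons. camera compares the genes of a list with all other tested genes. An estimated correlation and fry, which asks whether the genes of a list move one way on balance, were run beside it. The lists were GL3/GL1 direct targets, trichome initiation, trichome pattern formation, trichome endoreduplication, trichome morphology, the study's combined-p set, cell cycle, circadian clock, cuticle and epidermis, ethanol and hypoxia response, flavonoid and anthocyanin biosynthesis, floral markers, gibberellin pathway, heat shock, jasmonate response, photosynthesis, reference genes, root markers, salicylate and defence, stomatal lineage and guard cell markers, touch, cold and wound early response, and vascular markers. Lists with fewer than 3 tested probe sets were not tested, a minimum set after the annotation had been seen. The study chose its combined-p set in part on these arrays, so its counts are not independent evidence. Groups of genes that share the leading letters of their symbol, with at least 10 tested probe sets, were added after counts had been seen.

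Groups, tests, lists, alternatives and the rule for named genes were fixed before the data were examined. In each DEX comparison, the rule took the 12 largest rises and 12 largest falls among probe sets of 1 gene that passed. Where fewer than 12 passed, it added those with the smallest unadjusted p up to 12 in all, given as values. It also took every direct target with a probe set and up to 4 members per list by smallest p. For the other comparisons it took the 5 largest rises and 5 largest falls that passed. Alternatives were no filter, a stricter filter, quantile normalization of all arrays, arrayWeights, a trended and robust prior, a replicate block, own groups only, the methods' t-test with and without pairing, and leaving out each array. A fit without the 6 GL3-GR arrays of 4 h and the methods' t-test without the filter were added after the counts had been seen. How often other splits of the arrays gave as large a result was counted, over at most 100 splits. Comparisons of arrays with *gl1* or *gl3 egl3* plants without a transgene were not analysed here.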

Results

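Gene expression was measured in green tissues of GL1-GR and GL3-GR seedlings, 4 h and 24 h after transfer to medium with DEX or with ethanol (Mock). The 22 arrays form 8 groups, with 3 arrays per group at 4 h and for GL1-GR at 24 h, and 2 per group for GL3-GR at 24 h. The question of the series was which genes respond when GL1 or GL3 is activated in plants that lack the endogenous factor. Array medians lay between 3.62 and 6.06 on the log2 scale. Arrays of 1 line and time correlated at 0.937 to 0.998, and arrays of different lines or times at 0.815 to 0.962. The probe set of *GL1* itself stayed near the floor in every group, with group means of 2.12 to 2.51, and was not tested. *EGL3*, a bHLH gene related to *GL3*, had a mean of 5.04 ± 0.23 (SD, n = 3) in GL1-GR Mock plants at 4 h and 2.73 in GL3-GR Mock plants at 4 h. At 24 h, the *EGL3* mean was 2.16 in GL1-GR and 2.14 in GL3-GR Mock plants. *EGL3* was thus near the floor in both lines at 24 h, and these 2 genes do not settle which array came from which line.

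The first comparison asked which genes respond to GL1-GR within 4 h. Genes for At5g53710, At1g71000 and At1g01250 rose in DEX-treated GL1-GR plants. At5g53710 went from 6.09 ± 0.43 (SD, n = 3) in Mock to 7.32 ± 0.31 (n = 3) in DEX plants, a log2 change of 1.23 (SE 0.19, 2.34-fold). At1g71000, which encodes a protein with a DnaJ (co-chaperone) domain, rose by 0.94 (SE 0.14, 1.92-fold). At1g01250, an AP2/ERF transcription factor gene, rose by 0.82 (SE 0.13, 1.76-fold). For each of these genes the 3 DEX arrays lay above the 3 Mock arrays, and the limma adjusted p was 0.0299. Chance separates 3 arrays from 3, in either direction, for 10% of probe sets. A probe set without a gene name here, 245275_at, named after its values were seen, rose by 1.52 (SE 0.09, adjusted p = 3.24e-08). Among genes with the next smallest p, none passed. *APL3*, a large subunit of ADP-glucose pyrophosphorylase in starch synthesis, had a change of 0.86 (adjusted p = 0.129), and *LEA4-5*, a late embryogenesis abundant protein gene, one of 1.26 (adjusted p = 0.147). At5g59680, a receptor-like kinase gene, had a change of -1.51 (adjusted p = 0.139).

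In all, 4 of 16349 probe sets passed at 4 h in GL1-GR, 4 higher and 0 lower, and 133 had an unadjusted p under 0.01, where 163 are expected by chance. With the 6 arrays of this comparison fitted alone, 283 were under 0.01, above the number expected by chance. The 3 named genes lay near the floor in the other sets of arrays, so the pooled spread is too small for them. With the 6 arrays of this comparison fitted alone, their limma p was 0.00649, 0.0048 and 0.00725 and their adjusted p 0.545 to 0.559, leaving 245275_at as the 1 call (adjusted p = 0.0157). The count was 26 without GL1-GR Mock 4 h replicate 1, 8 without DEX 4 h replicate 2, 2 without Mock 4 h replicate 3 and 1 without Mock 4 h replicate 2. It was 1 without any 1 of the 10 arrays of 24 h, and 23 without the 6 GL3-GR arrays of 4 h, a fit added after the counts had been seen.

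**Figure D1:**
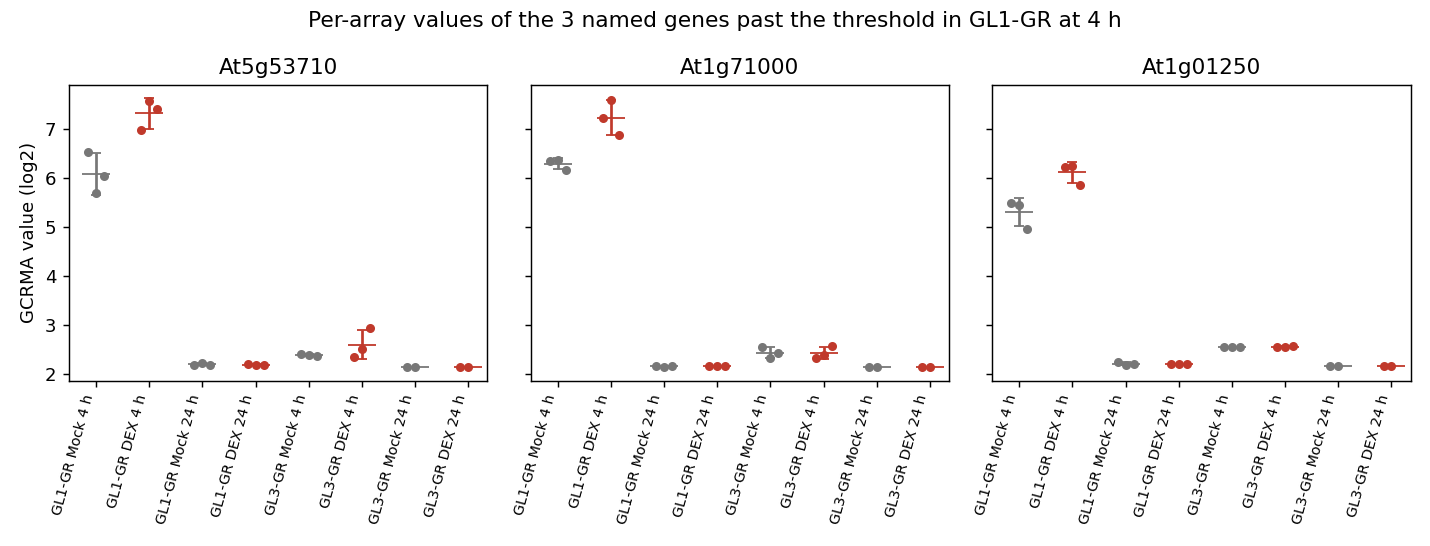
Log2 GCRMA values (vertical axis) of At5g53710, At1g71000 and At1g01250 on each array of the 8 groups (horizontal axis), grey for Mock and red for DEX, with points for arrays, a bar for the group mean and whiskers of 1 SD. In GL1-GR at 4 h the DEX means were 7.32, 7.23 and 6.11 against 6.09, 6.29 and 5.29 in Mock, and in the other sets all 3 genes lay near the floor.

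Among the fixed lists, flavonoid and anthocyanin biosynthesis passed in GL1-GR at 4 h. All 4 measured members were higher, with a median log2 change of 0.50. *DFR*, which encodes dihydroflavonol reductase, had a change of 0.53. *UF3GT* and At4g14090, which encode glycosyltransferases of anthocyanins, had changes of 0.54 and 0.46, and *UGT78D2*, a flavonoid glucosyltransferase gene, one of 0.10. The camera adjusted p was 0.0260. By limma, 0 of these genes passed over all probe sets, and 1, *DFR*, passed adjusted over the list alone. The adjusted p was 0.332 with an estimated correlation and 0.299 with fry, and it ranged from 2.45e-05 to 0.332 over all settings. It was 0.159 without GL1-GR Mock 4 h replicate 2, 0.175 without Mock 4 h replicate 3, 0.0713 without DEX 4 h replicate 1, and 0.148 after quantile normalization.

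The trichome lists did not pass in GL1-GR at 4 h. Of the 14 GL3/GL1 direct targets with a probe set, 11 were tested, and *GL2*, *TTG2* and *ATMYC1* lay below the filter. At3g50790, an alpha/beta-hydrolase gene, had a log2 change of 0.30 (SE 0.24). *TRY*, *CPC* and *ETC1*, which encode small MYB repressors of trichome fate, had changes of -0.29, -0.06 and -0.11. The change was -0.24 for *SIM*, an inhibitor of cyclin-dependent kinases that favours endoreduplication, and -0.14 for *RBR1*, the retinoblastoma homologue. *MYBL2*, another MYB repressor, had a change of -0.01. None of the 11 passed by limma, over all probe sets or adjusted over the list alone. In the list of trichome endoreduplication, *ICK1/KRP1*, a kinase inhibitor gene, had a change of 0.43. *SPY*, a regulator of gibberellin signalling that is in the initiation list too, had one of 0.36.

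At 24 h, no gene passed in GL1-GR plants. The smallest p among named genes was that of *RALFL27*, a gene for a small secreted peptide of the RALF family, at 6.43 ± 0.12 (SD, n = 3) in DEX and 7.51 ± 0.41 (n = 3) in Mock plants. Its log2 change was -1.08 (SE 0.18), with the 3 DEX arrays below the 3 Mock arrays and a limma adjusted p of 0.104. At1g75900, a gene of the GDSL lipase family, had a change of 0.90 (adjusted p = 0.563), and *CHIL*, a chalcone isomerase-like gene of flavonoid synthesis, one of -0.70. *TAAC*, a thylakoid ATP/ADP carrier gene, had a change of -0.55. Values for At3g50560, At1g05710 and At5g48110 were 0.87, -0.70 and 0.75. Limma found 0 probe sets at the threshold, with 192 at an unadjusted p under 0.05 and 44 under 0.01 (163 expected by chance). With these 6 arrays fitted alone, 58 were under 0.01. The methods' t-test with Benjamini-Hochberg adjustment gave 1, the fit of these 6 arrays alone 1, and arrayWeights 14. The count was 1 without GL1-GR Mock 24 h replicate 1, Mock 24 h replicate 2, DEX 24 h replicate 3, or GL3-GR Mock 4 h replicate 1, and 2 without GL3-GR DEX 4 h replicate 1.

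None of the 11 direct targets passed in GL1-GR at 24 h, over all probe sets or adjusted over the list alone. At3g50790 had a change of 0.22, *SCL8*, a GRAS-family gene near the floor here, one of 0.18, and *TRY* one of -0.08. *TTG1*, the WD40 partner of GL1 and GL3, had a change of 0.35 and *SPY* one of 0.51. *WRKY53*, a transcription factor gene of senescence and stress, had a change of -0.69. No list passed camera in this comparison.

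In GL3-GR plants at 4 h, genes fell and rose under DEX, with more falls in the deposited values, more rises after quantile normalization, and no call with these 6 arrays fitted alone. The largest fall was that of At5g28630, a gene for a glycine-rich protein, from 6.94 ± 1.12 (SD, n = 3) in Mock to 3.67 ± 0.60 (n = 3) in DEX plants, a log2 change of -3.27 (SE 0.39, adjusted p = 0.00109). Its neighbour in locus number At5g28610 fell by 1.97 (SE 0.27, adjusted p = 0.00353). At1g57600, which encodes a membrane-bound O-acyltransferase, fell by 1.41 (SE 0.19, adjusted p = 0.00353). At3g60245, a gene for ribosomal protein L37a, fell by 0.92 (SE 0.11, adjusted p = 0.00109). At5g57655, which encodes a xylose isomerase, rose by 1.46 (SE 0.27, adjusted p = 0.0198), from 7.97 to 9.43.

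Further falls included those of *AOP3*, a dioxygenase gene of glucosinolate synthesis (-1.52), At1g72920, which encodes a TIR-domain protein (-1.50), and At1g51805, a leucine-rich repeat receptor kinase gene (-1.25). At4g22490, which encodes a lipid-transfer-like protein, and At1g67870 fell by 1.82 and 1.32. At1g51920, At5g13140, At5g06480 and At1g51915 fell by 1.51, 1.51, 1.36 and 1.31. Genes that rose included At1g03030 (1.32), At4g35220, a cyclase-family gene (1.26), *5-FCL*, an enzyme of folate metabolism (1.25), At1g31720 (1.21), At1g77810, a glycosyltransferase gene (1.12), and *HON4*, which encodes a protein like linker histone (1.08). At1g75760, an ER lumen receptor gene, rose by 1.01, At1g06050 by 1.00 and At1g07615 by 0.99. At2g01060, a MYB-like factor gene, rose by 0.97 and At3g05640, a protein phosphatase gene, by 0.93. Of these 24 largest rises and falls, the DEX and Mock arrays were fully separated for 11 of the 12 rises and 8 of the 12 falls. The genes were chosen by their change on these same arrays, so this separation adds no evidence.

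In limma, 146 probe sets passed in GL3-GR at 4 h, 32 higher and 114 lower (78.1% lower), and 1054 had an unadjusted p under 0.01 (163 by chance). After quantile normalization 453 passed, 262 higher and 191 lower (42.2% lower), with 98 of the 146 among them, so the excess of falls depends on the scaling. These arrays had the widest spread of the 4 sets, and data simulated with their spread gave 805 false calls. With the 6 arrays fitted alone, 0 passed in limma (86 at an unadjusted p under 0.01, smallest adjusted p 0.960), and the methods' t-test also gave 0. Without GL3-GR DEX 4 h replicate 1, 1755 passed, without Mock 4 h replicate 1, 1646, without DEX 4 h replicate 3, 360 (179 higher, 181 lower), and without DEX 4 h replicate 2, 76. Leaving out 1 array of another set gave 65 to 93, except GL1-GR Mock 24 h replicate 3 (153). The calls of At5g28630, At5g28610, At1g57600, At3g60245 and At5g57655 were lost in 0 of the 22 fits that left out an array. These fits still pool the spread over the sets, and each of these calls was lost in 3 of the other settings. Among the further falls and rises above, losses in the 22 fits ranged from 0 (At1g51915, At2g01060 and At4g35220) to 20 (At1g07615 and At5g13140), with 18 for *AOP3*.

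Among the direct targets, At3g50790 fell by 1.07 (SE 0.24) in GL3-GR at 4 h, from 7.12 to 6.05. Its adjusted p was 0.0471, and the call was lost in 20 of the 22 fits that left out 1 array (all except those without GL3-GR Mock 4 h replicate 1 or DEX 4 h replicate 1). *CPC* had a change of -1.18 (SE 0.40, limma adjusted p = 0.147). Adjusted over the list alone, it and At3g50790 passed as lower, 2 of 11. That scale also uses the pooled spread, which is too small for these arrays. By qRT-PCR, the study described peaks of both mRNAs within about 4 h of GL3 or GL1 induction, the other direction. *MYBL2*, *TRY* and *ETC1* had changes of -0.74, -0.68 and -0.59. *FDH*, which encodes a fatty acid elongase of the epidermis, had a change of -0.49. Values above 0 were those of *SIM* (0.51), *SCL8* (0.35), At1g77670 (0.02) and *RBR1* (0.01). The median of the 11 was -0.49, and camera gave an adjusted p of 0.636.

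**Figure D2:**
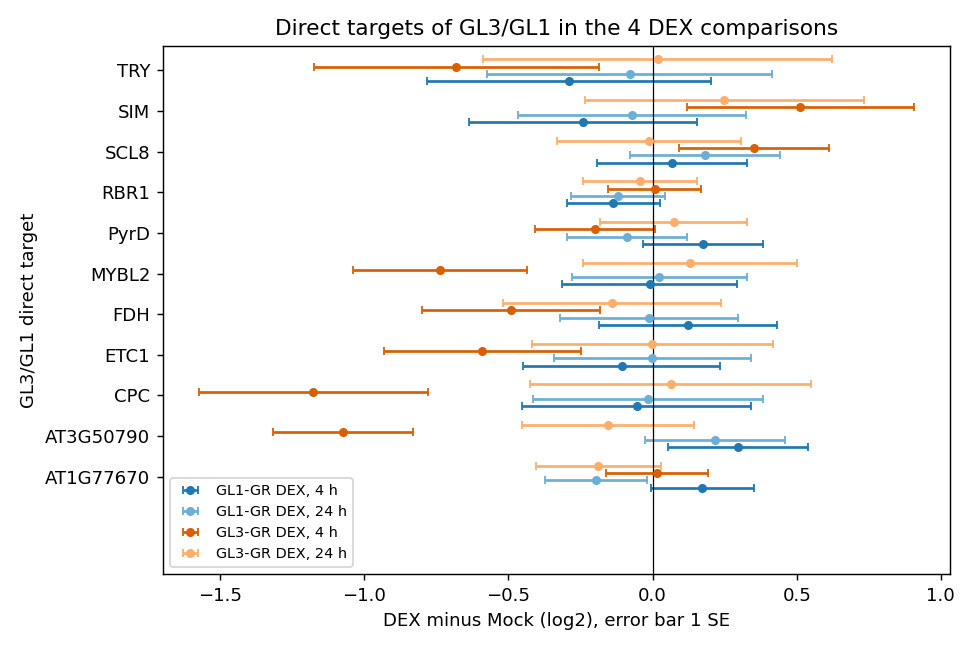
Log2 difference between DEX and Mock (horizontal axis) of the 11 tested GL3/GL1 direct targets (vertical axis), with 1 point per line and time and error bars of 1 SE from limma. Of all points, that of At3g50790 in GL3-GR at 4 h (-1.07) passed the threshold, while *CPC* in the same comparison (-1.18) had the wider error.

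No other list passed camera in GL3-GR at 4 h. Calls adjusted over a list alone again use the pooled spread, which is too small for these arrays. The 7 tested genes of trichome pattern formation were all lower, with a median of -0.59 (camera adjusted p = 0.405). Of 24 endoreduplication genes, 1 passed adjusted over the list alone, *CDKC;2*, a cyclin-dependent kinase gene (-0.61), and *CYCT1;4*, a cyclin gene, had a change of 0.92. Among 17 genes of trichome morphology, 0 passed in limma, and *KINESIN-13A*, a motor protein gene, had a change of -0.49. Of 4 genes of the stomatal lineage, 3 passed adjusted over the list alone, with 1 higher, *FMA*, a bHLH gene of guard cell identity (0.64), and 2 lower, *SPCH*, the bHLH gene that starts the lineage (-0.41), and *STOMAGEN*, a signal peptide gene (-0.73). Of 4 flavonoid genes, *UF3GT* (1.16) and At4g14090 (0.80) were higher and *UGT78D2* (-0.74) lower on that scale. Of 4 ethanol and hypoxia genes, 1 passed adjusted over the list alone, At5g10040 (-0.61), and of 3 reference genes 1, At2g28390 (0.43). In the study's combined-p set, 3 of 260 tested probe sets rose and 13 fell, and adjusted over the list alone 17 rose and 42 fell. That set was chosen in part on these arrays, so these counts are not independent evidence. Its camera adjusted p was 0.818 in GL3-GR at 4 h.

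At 24 h, no gene passed in GL3-GR plants, which had 2 arrays per group. At5g53020 had the smallest p among named genes, with 5.51 ± 0.02 (SD, n = 2) in DEX and 4.42 ± 0.38 (n = 2) in Mock plants, a log2 change of 1.09 (SE 0.22, limma adjusted p = 0.758). At5g40450 and At1g48090 had changes of 1.14 each, At5g18750, which encodes a DnaJ-domain protein, one of 0.79, and At1g77020, another DnaJ-domain gene, one of 0.56. Values below 0 included those of At1g11320 (-1.22), At5g60250, a zinc finger gene (-0.92), and At3g14730, a pentatricopeptide repeat gene (-0.86). Limma found 0 probe sets at the threshold, with 222 at an unadjusted p under 0.05 and 42 under 0.01. With these 4 arrays fitted alone, 215 were under 0.01, where 163 are expected by chance. The pooled spread is on average too large for this set, so the 0 calls do not show that no gene responded. The methods' t-test gave 0 after adjustment, and the same test on DEX/Mock ratios paired by sample number 27 (9 higher, 18 lower). That paired test has 1 degree of freedom here, and the sample numbers were not shown to pair these arrays. The fit of these 4 arrays alone gave 0, arrayWeights 36, and the fit without the 6 GL3-GR arrays of 4 h, added after the counts had been seen, 7. The count was 1 without GL3-GR DEX 24 h replicate 1 or GL1-GR DEX 24 h replicate 3, and 2 without GL3-GR DEX 24 h replicate 2. None of the 11 direct targets passed by limma, over all probe sets or adjusted over the list alone, and *SIM*, At3g50790 and *CPC* had changes of 0.25, -0.15 and 0.06, the last near the floor.

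A pair of lists passed camera in GL3-GR at 24 h. For the gibberellin pathway, 3 of 4 measured genes were higher, with a median of 0.32 (camera adjusted p = 0.0260). *GID1B* and *GID1A*, which encode gibberellin receptors, had changes of 0.47 and 0.23, *RGA*, a DELLA repressor of the pathway, one of 0.41, and *GID1C*, the remaining receptor gene, one of -0.09. The receptors and *RGA* have opposite roles in the pathway, and 0 of the 4 genes passed in limma, over all probe sets or adjusted over the list alone. The adjusted p was 0.244 with an estimated correlation, and it ranged from 0.0118 to 0.548 over all settings. It was 0.548 without GL3-GR Mock 24 h replicate 1, 0.175 without DEX 24 h replicate 2, 0.0585 without DEX 24 h replicate 1, 0.0583 after quantile normalization, and 0.0512 to 0.0567 without GL1-GR Mock 4 h replicate 2 or 3 or GL1-GR DEX 4 h replicate 1.

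For the touch, cold and wound list, all 3 measured genes were lower in GL3-GR at 24 h, with a median of -1.03 (camera adjusted p = 0.0351). *WRKY53* had a change of -1.40 (SE 0.45) and was the 1 gene that passed adjusted over the list alone. *CML37*, a calmodulin-like gene induced by wounding, had a change of -1.03, and *STZ*, a zinc finger gene of cold and salt response, one of -0.19. The study's combined-p set also holds *WRKY53*. The adjusted p was 0.846 with an estimated correlation and ranged from 0.00196 to 1.00 over all settings. It was 0.668 without GL3-GR Mock 24 h replicate 1, 0.723 without DEX 24 h replicate 1, and 0.0566 after quantile normalization. It was 0.0510 to 0.0828 without GL1-GR Mock 4 h replicate 2 or 3, GL1-GR DEX 4 h replicate 1, GL3-GR Mock 4 h replicate 3, or GL3-GR DEX 4 h replicate 1, 2 or 3. Over the 48 list tests, 3 passed camera, 4 had an unadjusted p under 0.05, and 0 passed with an estimated correlation (2 at an unadjusted p under 0.05) or with fry (5).

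Of the other lists, 8 had only 1 or 2 tested genes, and floral and vascular markers had none. *PRL*, an MCM helicase subunit gene of the cell cycle list, had changes of 0.20 and -0.19 in GL1-GR at 4 h and 24 h, and 0.10 and 0.00 in GL3-GR. The clock gene *GI* had changes of 0.38 and 0.12 at 4 h in GL1-GR and GL3-GR. *PDF1.2*, a defensin gene of the jasmonate list, had changes of 0.13, 0.18, -0.21 and 1.14 (GL1-GR 4 h and 24 h, GL3-GR 4 h and 24 h). In the same order, *RCA*, the Rubisco activase gene, had changes of -0.02, 0.09, -0.10 and 0.07, and *PYK10*, a beta-glucosidase gene of roots, 0.03, -0.08, 0.17 and -0.06. *SAG101*, a gene of salicylate signalling, had changes of 0.04, 0.17, 0.13 and 0.07, and the small heat shock protein gene At1g53540 changes of 0.15, -0.05, -0.49 and 0.32. *YRE*, a wax gene of the cuticle list, had changes of 0.19, 0.10, -0.53 and -0.08. None of these single genes passed by limma.

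Differences between responses were tested next. At 4 h, the responses of At1g57600, At5g43930 and At3g60245 differed between GL1-GR and GL3-GR. At1g57600 had changes of 0.32 in GL1-GR and -1.41 in GL3-GR, a difference of 1.72 (SE 0.27, limma adjusted p = 0.0316). At5g43930, a gene for a WD40-repeat protein, had changes of 0.78 and -0.86, a difference of 1.64 (SE 0.26), and At3g60245 changes of 0.02 and -0.92, a difference of 0.94 (SE 0.15), both at an adjusted p of 0.0316. In all, 5 probe sets passed, each with the larger value in GL1-GR, and with the 12 arrays of 4 h alone 1 passed, 245275_at, which lay near the floor in GL3-GR. After quantile normalization 16 passed, 37.5% of them lower. The count was 621 without GL3-GR DEX 4 h replicate 1, 501 without GL3-GR Mock 4 h replicate 1, 13 without GL3-GR Mock 4 h replicate 2 and 12 without GL3-GR DEX 4 h replicate 3. It was 2 or 3 without GL3-GR DEX 4 h replicate 2, GL1-GR Mock 4 h replicate 2 or 3, GL1-GR DEX 4 h replicate 1 or 3, GL1-GR Mock 24 h replicate 1, GL1-GR DEX 24 h replicate 1, 2 or 3, or any GL3-GR array of 24 h.

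No gene with a name here differed in response between lines at 24 h or between times within a line. At 24 h, limma found 0 differences between the lines, with 125 at an unadjusted p under 0.05, and 0 with these arrays fitted alone. It found 1 without GL3-GR DEX 24 h replicate 1. Between 24 h and 4 h, 1 probe set differed in GL1-GR (245275_at, -1.52) and 1 in GL3-GR (249349_at, 1.58), both chosen for naming after their values were seen. Both probe sets lay near the floor in Mock and DEX plants at 24 h, so a response there could not be measured. The GL1-GR count was 2 without GL1-GR Mock 4 h replicate 1. The GL3-GR count was 281 without GL3-GR DEX 4 h replicate 1, 186 without Mock 4 h replicate 1, 2 without Mock 4 h replicate 2 or DEX 4 h replicate 3, and 0 without Mock 4 h replicate 3 or either Mock array of 24 h.

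Across the 4 DEX comparisons, At5g28630 was the 1 named gene that passed Fisher's combination (adjusted p = 0.0263), with changes of -0.08 and -0.45 in GL1-GR and -3.27 and -0.79 in GL3-GR at 4 h and 24 h. At1g57600 came next among named genes (adjusted p = 0.101). Fisher's method takes the 4 p-values as independent, while they share 1 estimate of the spread, which is too small for GL3-GR at 4 h. Among the 6 probe sets that passed, 3 had their smallest p in GL3-GR at 4 h. Of the 6, 4 also passed in a single comparison, and 3 changed in 1 direction in all comparisons. The count was 287 without GL3-GR DEX 4 h replicate 1, 172 without GL3-GR Mock 4 h replicate 1 and 16 without GL3-GR DEX 4 h replicate 3. It was 3 without GL1-GR Mock 4 h replicate 2 or 3, GL1-GR DEX 4 h replicate 1 or 3, GL1-GR Mock 24 h replicate 1, GL3-GR DEX 4 h replicate 2, either GL3-GR Mock array of 24 h, or GL3-GR DEX 24 h replicate 1.

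The changes of the 4 DEX comparisons were then set against each other across probe sets, which are not independent replicates. Of the 6 pairs, GL1-GR and GL3-GR at 24 h had the highest correlation, with a Pearson r of 0.273 and a Spearman rho of 0.217, and leaving out 1 array gave 0.130 (without GL3-GR DEX 24 h replicate 1) to 0.318. The other pairs had r of 0.104 (both lines at 4 h), 0.0456 (GL1-GR, 4 h and 24 h), 0.110 (GL3-GR, 4 h and 24 h), 0.0585 and 0.0552. At an unadjusted p under 0.01, the lines shared 2 probe sets at 24 h, where 0.113 are expected for independent lists, and 6 at 4 h, where 8.57 are expected. *WRKY53* was among the genes with a lower value in both lines at 24 h, with changes of -0.69 and -1.40, but passed in neither.

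**Figure D3:**
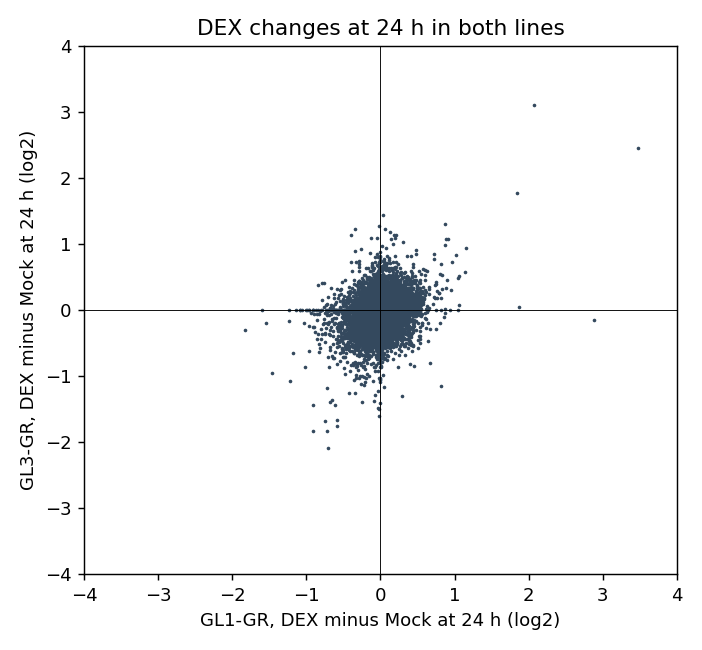
Log2 difference between DEX and Mock at 24 h in GL1-GR (horizontal axis) and GL3-GR (vertical axis), with 1 point for each of 16349 tested probe sets. Most points lie near 0 on both axes, r was 0.273, and 267238_at (3.48 and 2.45) and 251438_s_at (2.07 and 3.11) stand apart at the upper right.

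Mock plants of both lines were compared as the background of the DEX responses. Measured above the floor in both lines at 4 h, *ACLA-2*, a subunit gene of ATP-citrate lyase, was lower in GL3-GR than in GL1-GR by 8.27 and *PDF1.2* by 8.01. For the other genes named here, 1 line lay within 0.5 of the lowest value of its arrays. The difference then gives no order and is a lower bound only on the scale of the deposited values. After quantile normalization differences moved either way, to 7.34 for At5g16980 at 24 h and to 7.97 for *AOP3* at 4 h. At 4 h, *AOP3* was higher in GL3-GR by at least 6.36, At5g51620 by at least 6.06 and *HTB11*, a histone H2B gene, by at least 5.79, and At2g25510, At5g59480 and At5g49440 were lower by at least 8.59, 8.58 and 8.32. At 24 h, At5g16980, At1g23960, At3g48640 and At5g51620 were higher in GL3-GR by at least 8.50, 8.46, 8.19 and 8.03, and At2g25510, At2g13660 and At5g49440 lower by at least 10.30, 8.98 and 8.93. All of these had limma adjusted p-values under the threshold. The lines differ in mutant background and their arrays in the lowest value, and how often the arrays were normalized is not given in the sources used here. At 4 h 14896 probe sets passed, 89.3% of them lower in GL3-GR, with a median difference of -2.12 that was -0.02 after quantile normalization, where 51.3% were lower. At 24 h 4833 passed, 40.1% lower, against 50.9% after quantile normalization.

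Mock plants also differed between times, where time after transfer cannot be told apart from time of day. In GL1-GR, At1g19530 (6.96) and At4g27450 (6.73) were higher at 24 h and above the floor at both times. From the floor at 4 h, *GAT1_2.1*, a gene related to glutamine amidotransferases, At3g15440 and At1g33055 were higher by at least 7.84, 7.51 and 7.04. *TBL26*, a gene of the trichome birefringence-like family, At3g55760 and *DLAH*, a lipase gene, were at the floor at 24 h and lower by at least 7.73, 7.11 and 6.81. In GL3-GR, At4g26290 (6.98), At4g12500, a lipid-transfer-like gene (6.75), and *UGT76B1*, a glycosyltransferase gene of defence (6.60), were higher at 24 h. At3g29210 and *IAA29*, an auxin response regulator, were at the floor at 24 h and lower by at least 5.82 and 4.56. In GL1-GR 11147 probe sets passed, 58.4% lower at 24 h (49.4% after quantile normalization). In GL3-GR 14117 passed, 18.4% lower (47.5%), with a median difference of 1.98 that was 0.04 after quantile normalization. Each of these comparisons is between sets of arrays with different lowest values and medians, so that levels, counts and directions hold for the values as deposited.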

Values the study reported

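The study reported 255 genes affected by GL1-GR induction after 4 h and 56 after 24 h. For GL3-GR it reported 118 genes after 4 h and 221 after 24 h. Combining these comparisons with mutant plants compared with wild type, it named a minimal set of 513 genes.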

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

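The fit of the GL3-GR arrays of 4 h alone as a test of pooled spread, and the bound on a larger response of GL3-GR, were tests chosen only after the counts of calls had been seen.

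Responses to DEX that differed between lines or times drew attention here, by the test of the difference itself. At 4 h, 5 probe sets differed between GL1-GR and GL3-GR, with 3 named genes among them. The difference (GL1-GR minus GL3-GR) was 1.72 for At1g57600, 1.64 for At5g43930 and 0.94 for At3g60245. These calls were lost in 15, 14 and 17 of the 22 fits that left out an array. Chance cannot be excluded for the count at 4 h, since 48 of 100 splits of the arrays within both sets gave 5 or more calls, with 170 as the highest other count. Between 24 h and 4 h, 1 probe set differed in GL1-GR and 1 in GL3-GR, both near the floor at 24 h. Chance cannot be excluded for the GL1-GR count either (25 of 100 splits, highest other 6), and no splits were counted for the GL3-GR difference.

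GL3-GR had 146 calls at 4 h and GL1-GR 4. A larger response of GL3-GR stays open. Probe sets whose 4 h response differed between the lines numbered 5 over all arrays and 1 with the 12 arrays of 4 h alone. They numbered 1358 with arrayWeights and 621 without GL3-GR DEX 4 h replicate 1. With arrayWeights the mean of the GL3-GR DEX arrays of 4 h rests mostly on replicate 2 (weights of 0.0922, 2.43 and 0.175 for replicates 1 to 3). Pooling the spread of these arrays with tighter sets is a possible explanation, since the 6 arrays fitted alone gave 86 probe sets at an unadjusted p under 0.01, where 163 are expected by chance. With 10 splits of 6 arrays no share can go under 0.1, and here the real split gave 146 calls and the highest other split 1926. The 4 splits that kept Mock replicate 1 and DEX replicate 1 together gave 874 to 1926, and the split with these 2 arrays in each other's place gave 1735. This points to a structure of the samples other than treatment without showing which. Whether the 2 arrays were exchanged cannot be told from these counts.

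In the other comparisons of 3 against 3 arrays, too, 10 splits allow no share under 0.1. In GL1-GR at 4 h the real split gave 4 calls and the highest other 1, and at 24 h 0 and 19. For gene lists, adjusted within the comparison, the counts were 1 and 2 in GL1-GR at 4 h, 0 and 0 at 24 h, and 0 and 3 in GL3-GR at 4 h. For Mock arrays, the real split of the lines at 4 h gave 14896 calls and the highest other 92, and that of the times in GL1-GR 11147 and 0.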

How the results depend on the processing

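The fit without the 6 GL3-GR arrays of 4 h, the crossed pairing and the methods' t-test without the filter were tests chosen after results had been seen; the other alternatives were planned. Counts are of probe sets at an adjusted p under 0.05, in the order GL1-GR 4 h, GL1-GR 24 h, GL3-GR 4 h, GL3-GR 24 h where 4 are given. arrayWeights gave 221, 14, 1742 and 36, with 1358 for the 4 h difference between lines. It gave 12 and 909 for the differences between times in GL1-GR and GL3-GR, 8262 for Mock arrays at 24 h and 898 for Fisher's combination. Its weights for replicates 1 to 3 of GL3-GR DEX 4 h were 0.0922, 2.43 and 0.175, so that group's mean rests mostly on replicate 2. No filter gave 10 in GL1-GR at 4 h, 8 for the 4 h difference, 3 for the GL3-GR difference between times and 10 for Fisher's combination. The stricter filter gave 0 in GL1-GR at 4 h, 1 at 24 h, 0 for the 4 h difference and for both differences between times, 3024 for Mock arrays at 24 h and 2 for Fisher's combination; fewer probe sets were tested there. Quantile normalization gave 453 in GL3-GR at 4 h, 16 for the 4 h difference, 3 for the GL3-GR difference between times and 8870 for GL3-GR Mock arrays between times. Own groups only gave 1, 1, 0 and 0, with 1 for the 4 h difference and 2 and 0 for the differences between times. The methods' t-test gave 0, 1, 0 and 0 after adjustment and 175, 35, 75 and 111 at p under 0.01, and without the filter 0, 1, 0 and 0. The fit without the 6 GL3-GR arrays of 4 h gave 23 in GL1-GR at 4 h, 1 at 24 h, 7 in GL3-GR at 24 h, 1 for the 24 h difference and 4 for the GL1-GR difference between times. For gene lists, the estimated correlation, fry and quantile normalization each gave 0 where 3 passed. Except where a setting's construction is named, the cause was not tested.

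With the replicate block, counts were 2, 1, 54 and 0, with 2 for the 4 h difference, 0 for the GL3-GR difference between times and 11 for Fisher's combination, and the touch list had an adjusted p of 0.194. The check did not show that the sample numbers pair the arrays. Deviations of DEX and Mock arrays with the same number correlated at 0.03, 0.02 and 0.10 (GL1-GR 4 h), 0.06, 0.16 and 0.35 (GL1-GR 24 h), 0.28, 0.26 and 0.07 (GL3-GR 4 h) and -0.14 (GL3-GR 24 h, where the crossed pairing gave 0 calls). In GL3-GR at 4 h the highest values with another number were lower for each sample (-0.20, 0.258 and 0.05), so pairing is not ruled out there. Each other set held a sample for which another number correlated more. Paired DEX/Mock ratios in the methods' t-test, another replicate block, gave 0 and 0 calls at 4 h and 27 in GL3-GR at 24 h, and 174, 67, 94 and 191 at p under 0.01. The block was not run for Mock comparisons between sets, which share no sample number block.

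Leaving out 1 array gave 1 to 26 calls in GL1-GR at 4 h, 0 to 2 at 24 h, 65 to 1755 in GL3-GR at 4 h and 0 to 2 at 24 h. It gave 2 to 621 and 0 to 1 for the differences between lines at 4 h and 24 h, 1 to 2 and 0 to 281 for those between times, 3 to 287 for Fisher's combination and 0 to 3 for gene lists. Mock counts stayed within 1.5 times, at 14616 to 15048, 3358 to 5380, 10385 to 11672 and 13357 to 14291. With 1 array of a GL3-GR group of 24 h left, that array is assumed to vary like the other groups. The change of *CML37* in GL3-GR at 4 h was -0.16 and ranged from -1.46 (without GL3-GR Mock 4 h replicate 2) to 2.04 (without Mock 4 h replicate 1). Of values under left-out arrays, 6762 kept their side of the threshold (those without a call moved by under 1 SD), 330 lost their call, 34 gained one, 67 without a call moved further and 1 with a call had the other sign; under other settings the numbers were 2798, 149, 40, 29 and 0. The sign of a gene's change turned in 146 values under left-out arrays and in 36 under other settings, all but 1 of them without a call. Probe sets at the floor, 30.6% to 41.3% per array, limit what can be seen.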

Other observations

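The tests of separate normalization on Mock arrays and on probe sets over 4 apart at 24 h, the tests of genes grouped by the letters of their symbol, and the ethanol list without single arrays, were chosen only after values or counts had been seen; the correlation splits and the ethanol list over all arrays were planned.

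Touch genes stood apart on 1 array, a point chosen after the values were seen. In GL3-GR Mock plants at 4 h, *CML37* was 9.72 in replicate 1 and 2.72 and 3.51 in replicates 2 and 3, and *STZ* 10.1 against 6.03 and 5.77. *CML38*, a calmodulin-like gene induced by wounding and hypoxia, was 10.9 against 6.67 and 6.76. In the matching DEX plants *CML37* was 3.69, 5.38 and 6.39, *STZ* 6.21, 6.14 and 6.11, and *CML38* 7.64, 6.17 and 6.98. *WRKY53* was 6.30, 5.69 and 5.60 in Mock plants and 5.23, 5.61 and 6.18 in DEX plants.

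Of 12 groups of genes that share the leading letters of their symbol, such as cytochromes P450 (CYP), glycosyltransferases (UGT) and TBL genes, 0 passed camera in 48 tests (smallest adjusted p 0.796, 0 at an unadjusted p under 0.05), with 0 by an estimated correlation and 0 by fry.

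A pair of probe sets without a gene name here moved most in both lines at 24 h, chosen after their values were seen. 267238_at had changes of 3.48 in GL1-GR and 2.45 in GL3-GR, and 251438_s_at 2.07 and 3.11, with all DEX arrays above all Mock arrays of the same line. Neither passed (GL1-GR adjusted p = 0.0614 for 267238_at, GL3-GR adjusted p = 0.529 for 251438_s_at, both by limma).

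The study counted genes and its methods name no filter, while the counts here are of probe sets that passed the filter. The comparison is therefore not like for like. At the study's threshold, where 163 probe sets are expected by chance, the methods' t-test gave 35 probe sets in GL1-GR at 24 h. That is lower than the value quoted from the study above. In GL3-GR it gave 75 at 4 h. That is also lower than the value quoted from the study above. At 24 h it gave 111 in GL3-GR. That too is lower than the value quoted from the study above. These counts depend on the pairing, since the same test on DEX/Mock ratios paired by sample number gave 67 in GL1-GR at 24 h, and 94 and 191 in GL3-GR at 4 h and 24 h, and the value of GL1-GR at 24 h is then higher than the one quoted above.

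The DEX changes of GL1-GR and GL3-GR at 24 h had a correlation of 0.273 across probe sets, and 0.286 after quantile normalization, so scaling of the arrays does not account for it. Of 30 pairs of splits 1, the real one, gave as large an absolute value (highest other 0.199), and no smaller share was possible. That share is under 0.05, but the 4 h pair was tested too, and no adjustment was made for this. By the splits chance is thus made less likely but is not excluded. The value is imprecise, with a jackknife SD of 0.177 and, with 2 arrays per GL3-GR group at 24 h, a correlation of 0.130 without GL3-GR DEX 24 h replicate 1. At 4 h the value was 0.104 and chance cannot be excluded (28 of 100 pairs of splits, highest other 0.219). As a hypothesis, untested here, genes downstream of both factors may respond alike at 24 h, and a response to DEX itself, for which no line without a GR fusion was analysed here, stays open as well.

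Mock arrays of the sets differed to 1 side, with 89.3% of the calls at 4 h lower in GL3-GR. Separate normalization of each line and time is a possible explanation, since the mean array medians of the 4 h sets differed by 2.34, while medians within a set differed by at most 0.129. Quantile normalization takes away a shift of any source, so the 51.3% lower calls after it decide nothing. At 24 h, where the median difference was 0.03, the lines were over 4 apart at 130 probe sets higher in GL3-GR and 159 lower, and of these 87.7% and 79.2% (95% Clopper-Pearson intervals 80.8% to 92.8% and 72.1% to 85.3%, with probe sets taken as independent) had the same direction on the 4 h arrays after quantile normalization. This argues against a shift or scaling of whole arrays as the whole cause, which would favour neither direction at 4 h after that step, while an effect of separate processing on single probe sets, the mutant background (*gl1* or *gl3 egl3*) and the accession, which the sources used here do not give, were not tested.

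The study's methods give the ethanol content of Mock medium and the strength of the DEX stock in ethanol. By these, DEX medium held less ethanol than Mock medium unless more was added to match, which is not stated. Ethanol thus cannot be told apart from treatment by design. The ethanol and hypoxia list asked whether a response to ethanol differed between DEX and Mock plants. Its largest absolute median change over the 4 DEX comparisons was 0.575, in GL3-GR at 4 h, where all 4 genes were lower (*CML38* -1.17, At5g10040 -0.61). That median depends on single arrays, with -0.16 without Mock 4 h replicate 1, where 2 of the 4 genes were lower (*CML38* 0.22, At5g10040 -0.66), and -0.89 without Mock 4 h replicate 3. Camera did not pass the list in either line, so whether the plants responded to a difference in ethanol stays open.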
